# Precocious Metamorphosis of Silkworm Larvae Infected by BmNPV in the Latter Half of the Fifth Instar

**DOI:** 10.3389/fphys.2021.650972

**Published:** 2021-05-10

**Authors:** Ping-Zhen Xu, Mei-Rong Zhang, Xue-Yang Wang, Yang-Chun Wu

**Keywords:** *Bombyx mori*, *Bombyx mori* nucleopolyhedrovirus, prothoracic gland, transcriptome, 20-hydroxyecdysone

## Abstract

The mulberry silkworm (*Bombyx mori*) is a model organism, and BmNPV is a typical baculovirus. Together, these organisms form a useful model to investigate host–baculovirus interactions. Prothoracic glands (PGs) are also model organs, used to investigate the regulatory effect of synthetic ecdysone on insect growth and development. In this study, day-4 fifth instar silkworm larvae were infected with BmNPV. Wandering silkworms appeared in the infected groups 12 h earlier than in the control groups, and the ecdysone titer in infected larvae was significantly higher than that of the control larvae. We then used RNA sequencing (RNA-seq) to analyze silkworm PGs 48 h after BmNPV infection. We identified 15 differentially expressed genes (DEGs) that were classified as mainly being involved in metabolic processes and pathways. All 15 DEGs were expressed in the PGs, of which *Novel01674*, *BmJing*, and *BmAryl* were specifically expressed in the PGs. The transcripts of *BmNGDN*, *BmTrypsin-1*, *BmACSS3*, and *BmJing* were significantly increased, and *BmPyd3*, *BmTitin*, *BmIGc2*, *Novel01674*, and *BmAryl* were significantly decreased from 24 to 72 h in the PGs after BmNPV infection. The changes in the transcription of these nine genes were generally consistent with the transcriptome data. The upregulation of *BmTrypsin-1* and *BmACSS3* indicate that these DEGs may be involved in the maturation process in the latter half of the fifth instar of silkworm larvae. These findings further our understanding of silkworm larval development, the interaction between BmNPV infection and the host developmental response, and host–baculovirus interactions in general.

## Introduction

The mulberry silkworm (*Bombyx mori*) has been reared for the past 5,000 years in China due to its importance for silk production. In addition to this economic importance, *B. mori* has recently played an essential role as a model organism in scientific research, molecular biology, and genetics studies (Mita et al., 2004; Xia et al., 2004). *B*. *mori* undergoes complete (egg–larva–pupa–adult) metamorphosis within each generation; however, only the larval stage feeds. In general, silkworm larvae are tetramolters that proceed through four instars, molting between each instar. The durations of the larval instar stages are as follows: 3–4 days in the first instar, 2–3 days in the second instar, 3–4 days in the third instar, 5–6 days in the fourth instar, and 6–8 days in the fifth instar. However, the duration of the larval stage depends on the silkworm strain and rearing temperature. Silkworm larvae grow rapidly, and the weight of a terminal fifth instar larva is ∼10,000 times that of a newly hatched larva (Xu et al., 2019). In particular, day 3 of the fifth instar larvae is the boundary for the larval stage, where the larvae feed and grow quickly from day 1 to day 3 of the fifth instar. The larvae then (in the gluttonous stage) greatly synthesize silk proteins in the silk gland (Xu et al., 2019), which indicates maturation and leads to spinning in the terminal fifth instar stage. After the completion of silk spinning, the silkworms proceed with larval–pupal metamorphosis.

Sericulture is one of the main sources of income for farmers in many developing countries, such as China, India, Brazil, Vietnam, and Thailand (Jiang and Xia, 2014). China produces almost 80% of cocoons worldwide. Sericulture faces biological challenges from pathogenic fungi, bacteria, and viruses, which can cause annual cocoon production losses of 20–30% (Jiang et al., 2013a). Although antibiotics are administered to silkworms to prevent and treat bacterial diseases, and fresh lime and chlorine-containing preparations are used to disinfect the rearing seat to prevent fungal diseases, there are no effective prevention and treatment methods for viral diseases. Viral diseases are responsible for almost 80% of the annual cocoon production losses, and *B*. *mori* nucleopolyhedrovirus (BmNPV) is one of the major pathogens and the most prevalent threat to sericulture in almost all countries worldwide (Jiang et al., 2013a; Jiang and Xia, 2014). BmNPV is an enveloped double-stranded DNA virus that presents a biphasic infection process throughout its viral life cycle, generating progeny with two different phenotypes, namely, occlusion-derived virus (ODV) and budded virus (BV) (Gomi et al., 1999). ODVs are packaged in occlusion bodies (OBs). Both forms play different roles during pathogenesis. The alkalinity of the silkworm midgut triggers the dissolution of OBs and the release of ODV in the midgut lumen. The ODV is responsible for the primary infection through oral transmission of the virus among silkworm larvae, while the BV is responsible for the secondary infection, causing systemic spreading all over the host within the infected silkworm larvae (Jiang, 2021).

*Bombyx mori* is a model organism, and BmNPV is a typical baculovirus (Gomi et al., 1999; Mita et al., 2004; Xia et al., 2004), and together, they present an important model to assess host–baculovirus interactions (Jiang and Xia, 2014). Insights from previous host studies revealed that innate antiviral immunity in lepidopteran insects plays important roles in host–baculovirus interactions (Jiang, 2021). Antiviral proteins, including red fluorescent proteins (RFPs) (Sunagar et al., 2011; Manjunatha et al., 2018), Bmlipase (Bmlipase-1 and Bmlipase member H-A) (Ponnuvel et al., 2003; Zhang S. Z. et al., 2020), serine proteases (SPs), and serine protease homologs (SPHs) (Nakazawa et al., 2004; Ponnuvel et al., 2012), show strong antiviral activity in the digestive juice of the silkworm. Moreover, heat shock protein 19.9 (*Bmhsp19.9*) is involved in antiviral immunity against BmNPV function (Jiang et al., 2021b). BmNPV has also evolved diverse mechanisms to counter host responses and ensure its replication. For example, BmNPV activates the expression of *BmPGRP2-2* to inhibit *phosphatase and tensin homolog* (*PTEN*), which relieves its suppression of the PI3K-Akt pathway and triggers an increase in Akt phosphorylation (p-Akt) to inhibit cell apoptosis; the resulting increased cell survival is beneficial for viral replication (Jiang et al., 2019). *BmSpry* is upstream of ERK and JNK and is downregulated by BmNPV to elevate p-ERK and ensure viral reproduction in the silkworm (Guo et al., 2019). BmNPV activates the host ERK and JNK signal pathways for efficient replication (Katsuma et al., 2007). The baculovirus ecdysteroid UDP-glucosyltransferase gene (*egt*) encoding the enzyme ecdysteroid UDP-glucosyltransferase catalyzes the transfer of glucose from UDP-glucose to ecdysteroid molting hormones, and the expression of this enzyme blocks the molting of infected larval insects (O’Reilly and Miller, 1989). The BmNPV *egt* gene prolongs the survival time of infected silkworms to increase virus reproduction (Katsuma and Shimada, 2015).

The expression of NPV genes occurs in four phases: immediate early phase (0–4 h post-infection, hpi), delayed early stage (5–7 hpi), late stage (8–18 hpi), and very late stage (>18 hpi). Viral DNA replication starts at 8 hpi and represents the transition from the early stage to the late stage (Huh and Weaver, 1990; Jiang et al., 2013b, 2021a). Global shutoff of host gene expression and protein synthesis in insect cells begins at the early stage at around 12–18 h after NPV infection (Du and Thiem, 1997; Shirata et al., 2010; Ikeda et al., 2013). However, previous studies that investigated the interactions between BmNPV and its hosts have mainly focused on newly exuviated fifth instar silkworm larvae infected by BmNPV and the systemic process of infection by BmNPV within 48 hpi (i.e., silkworm larvae in the first half of the fifth instar). Until now, no studies have investigated the interactions between BmNPV and silkworm larvae in the latter half of the fifth instar.

The use of next-generation sequencing technologies in genome-wide studies of silkworms and BmNPV interactions is a recent development and is rapidly advancing. Recently, several studies have reported on the transcriptional response of silkworm larvae against BmNPV infection in the major innate immune tissues of the fat body and midgut (Chen et al., 2019; Huang et al., 2019; Jiang et al., 2019; Toufeeq et al., 2019; Zhang X. et al., 2020). However, the gene expression of prothoracic glands (PGs) infected by BmNPV has not yet been analyzed.

In the present study, we first investigated the precocious molting and metamorphosis of silkworm larvae under BmNPV infection, and the ecdysone titer in infected larvae was significantly higher than that of the control larvae. We then used RNA sequencing (RNA-seq) to analyze silkworm PGs 48 h after BmNPV infection. The classifications of the 15 differentially expressed genes (DEGs) were mainly involved in the metabolic processes and pathways. The reverse transcription quantitative PCR (RT-qPCR) results of the DEGs in the PGs of BmNPV-infected larvae at 24, 48, and 72 h were generally consistent with the transcriptome data. The transcripts of *BmTrypsin-1* and *BmACSS3* were significantly increased from 24 to 72 h after BmNPV infection, indicating that they may be involved in the maturation process in the latter half of the fifth instar of silkworm larvae. This study was conducted to further our understanding of the complex biological processes in the interactions between BmNPV and its precocious metamorphic insect hosts.

## Materials and Methods

### Study Animals and Virus

*Bombyx mori* F_50_ strain larvae were reared on fresh mulberry leaves under a 12:12 h day/night cycle at 25 ± 1°C and 60% relative humidity. The majority of the fifth instar larvae started wandering on day 8, depending on the batch of the silkworm. The larvae underwent oral inoculation with a wild BmNPV T3 strain, and the OBs were obtained from the larvae hemolymph before the larvae died. The OBs were purified by repeated and differential centrifugation, as previously described (Rahman and Gopinathan, 2004).

### Sample Collection

In total, 500 day-4 fifth instar larvae were orally infected with BmNPV using 2.0 × 10^6^ OB/larva. Control larvae (*n* = 500) were fed the same volume of sterile distilled water. The larvae of the infected and control groups were maintained in isolation and reared under the same conditions. The PGs were entwined in pairs in the tracheal bush of the first spiracle (Supplementary Figure 1). The PGs were carefully removed from the larvae of the infected and control groups after 24, 48, and 72 h (Supplementary Figure 2). Hemolymph was collected from day 6 (48 hpi), day 6.5 (60 hpi), day 7 (72 hpi), and day 7.5 (84 hpi) fifth instar larvae of the infected and control groups for use in assays of the ecdysteroid titers among the different developmental stages.

### Statistics of Precocious Maturation of Silkworms After BmNPV Infection

Day-4 fifth instar larvae were divided into 6 groups with 200 in each group. All 200 larvae used in each of the three independent experiments were orally infected with BmNPV using 2.0 × 10^6^ OB/larva. The 200 control larvae used in each of the three independent experiments were fed with the same volume of sterile distilled water. The larvae of the infected and control groups were maintained in isolation and reared under the same conditions. Diseased and dead larvae were removed and counted during rearing. When the proportion of mature silkworms was > 5% (first gate), the statistics was started.

### Cholesterol and 7-Dehydrocholesterol Feeding Experiments

As previously described (Wu et al., 2016), silkworm larvae were fed mulberry leaves supplemented with 8,000 mg/L of cholesterol and 7-dehydrocholesterol (7dC). Mulberry leaves supplemented with the same volume of sterile distilled water were used as the control. Day-5 fifth instar larvae were initially fed (first feed session) with cholesterol and 7dC supplemented leaves and then again 24 h later (second feed session). Replacement mulberry leaves were added 6 h after each feeding session. The proportion of mature vs. immature larvae was counted, and the second gate was determined to be the point at which the majority of the larvae had started maturing. The point at which all larvae (100%) had reached maturity defined the third gate. All experiments were repeated three times per group.

### Assay of Ecdysteroid Titers in Hemolymph and Examination of Viral DNA in PGs

The hemolymph samples were homogenized in 50% MeOH (800 μl). The resultant homogenates were centrifuged, and the supernatant was used to assay the ecdysteroid titers using an Insect Ecdysone ELISA Kit (Shanghai MEILIAN Biotechnology Co., Ltd.) according to the manufacturer’s instructions. RT-PCR was used to analyze the BmNPV virus replication level. The total DNA was extracted from the PGs of the BmNPV-infected larvae at 24, 48, and 72 h, as well as from the control larvae at 48 h. The DNA templates (10 ng) were PCR amplified using primers for the BmNPV *GP41* gene. The silkworm glyceraldehyde-3-phosphate dehydrogenase (*BmGAPDH*) was used as the internal control. The specific primers for each gene used in the RT-PCR are shown in Supplementary Table 1. The RT-PCR product of each gene was defined as previously described (Zhang et al., 2019).

### Transcriptome Analysis

Total RNA was isolated from the PGs of the silkworm larvae using the TRIzol reagent (Invitrogen, New York, NY, United States) according to the manufacturer’s instructions. RNA purity was quantified using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, New York, NY, United States). Poly(A)-tailed RNA prepared using magnetic oligo (dT) beads was broken into short fragments using a fragment buffer and was then reverse transcribed to synthesize first-strand complementary DNA (cDNA) with a random primer. DNA polymerase I was then mixed with RNase H, deoxyribonucleotide triphosphate (dNTP), and the buffer solution to synthesize the complementary strand. The libraries were constructed using the Illumina methods and protocols, following the manufacturer’s instructions. The insert size and concentration of the cDNA library were both checked and quantified by an Agilent Bioanalyzer 2100 (Agilent Technologies, Inc., Santa Clara, CA) and Qubit^®^ RNA Assay Kit (Life Technologies, CA, United States), respectively. RNA-seq was carried out using an Illumina HiSeq 2500 instrument (Illumina, San Diego, CA, United States). To obtain clean reads and ensure the quality of information analysis, the raw reads were filtered by removing the adapter sequences, empty reads, unknown nucleotides (ratio ≥ 10%), and low-quality reads with a basic mass value of *Q* ≤ 20, which accounted for more than 50% of the whole read length. The clean read assembly was performed according to a previous report (Grabherr et al., 2011). The paired-end clean reads were mapped to the *B*. *mori* genome using the software package TopHat2 (version 2.0.12) (Kim et al., 2013). The genome sequences and annotation file were downloaded from SilkDB. The RNA-seq reads were aligned and then used to construct transcripts with Cufflinks (version 2.1.1) (Trapnell et al., 2012). HTSeq (version 0.6.1) was used to count the reads mapped to each gene to quantify the gene expression levels (Anders et al., 2015). The fragments per kilobase of transcript per million mapped reads (FPKM) of each gene were then calculated based on the length of the gene and read count mapped to a given gene. Genes with a FPKM ≥ 1.0 were identified as “expressed.” A ratio (log_2_ fold change) between the infected and control groups of ≥ 1.5 was identified as the determinant of the DEGs. The raw data have been submitted to the Gene Expression Omnibus (GEO) database with the accession number GSE167875. The functional annotation of DEGs was performed using the Gene Ontology (GO) assignments (Gotz et al., 2008) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichments (Kanehisa et al., 2012).

### Tissue Expression Patterns of DEGs

The PGs are important endocrine organs that are significantly different from other tissues in both their morphology and function. In silkworms, the day-3 fifth instar is the boundary for the whole larval development stage (Xu et al., 2019). To analyze the tissue expression patterns of the identified DEGs in the PGs, the PGs, head, integument, midgut, fat body, hemocyte, ovary, testis, Malpighian tubule, trachea, anterior silk gland (ASG), median silk gland (MSG), and posterior silk gland (PSG) of day-3 fifth instar larvae were collected. We detected the expression patterns in the multiple tissues of day-3 fifth instar larvae. Total RNA was extracted using the TRIzol reagent (Invitrogen, Carlsbad, CA, United States). Total RNA concentrations were quantified, and single-stranded cDNAs were synthesized. The *BmGAPDH* gene was used as an intrinsic control.

### RT-qPCR Analysis

The genes selected according to the RNA-seq results were compared by RT-qPCR. Total RNA was extracted from the PGs samples of the infected and control groups at 24, 48, and 72 h. The first-strand cDNA was synthesized using the PrimeScript Reverse Transcriptase kit (TaKaRa, Dalian, China) according to the manufacturer’s instructions. RT-qPCR was performed as previously described (Xu et al., 2019). The *BmGAPDH* gene was used as an intrinsic control (Guo et al., 2016).

## Results

### Statistics of Precocious Maturation of Silkworm After BmNPV Infection

The point when the proportion of mature silkworms was >5% was considered as the first gate, the point when the majority of larvae started maturing was considered as the second gate, and the point when all larvae had reached maturity (100%) was considered as the third gate. The duration of the fifth instar larval stage of the *B. mori* F_50_ strain was almost 8.5 days (Figure 1). The day-4 fifth instar larvae infected with BmNPV matured early. The times that both the first- and second-gate mature silkworms appeared in the infected groups were 12 h earlier than in the control groups (Figure 1). The weights of mature silkworms in the infected groups were significantly decreased when compared with the control groups (Supplementary Table 2). The spinning process was normal, and there was no difference between the infected groups and the control groups. Approximately half of the larvae in the infected groups died during the larval–pupal stage. Compared with the control groups, the cocoon sizes and the weights of the pupae (female and male) were observably reduced in the BmNPV-infected groups (Supplementary Table 2). The fifth instar larvae underwent precocious maturation after infection with BmNPV. Moreover, the day-5 fifth instar larvae were fed with 8,000 mg/L cholesterol and 7dC (via supplemented leaves). The results of feeding with cholesterol and 7dC were also shown to induce precocious maturation when compared to the control, where a certain number of larvae exhibited an anal prolapse in each group fed with cholesterol and 7dC (Supplementary Table 3).

**FIGURE 1:**
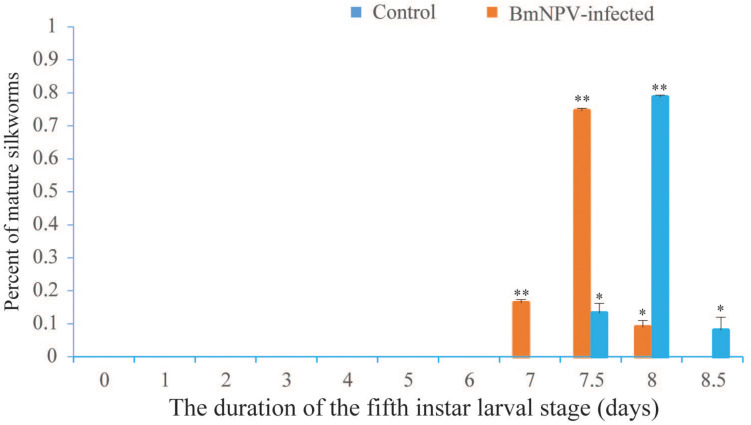
Statistics of the duration of the fifth instar and precocious maturation for day-4 fifth instar silkworm larvae infected with BmNPV. Values represent means ± SDs of three independent investigations. Significant differences are indicated by (*p < 0.05) or (**p < 0.01).

### Assay of Ecdysteroid Titers and RT-PCR Analysis of Viral DNA After BmNPV Infection

Based on the findings of precocious maturation of silkworms after BmNPV infection, the molting and metamorphosis of silkworm requires the presence of 20-hydroxyecdysone (20E). We speculated that the BmNPV infection would have some influences on the ecdysone titer. Thus, the titers of ecdysone in infected and control larvae were determined by ELISA. The results indicated that the ecdysone titers were significantly higher in infected larvae than in the control larvae (Figure 2A). Meanwhile, RT-PCR was used to analyze the virus genomic DNA copies in the PGs at 24, 48, and 72 h after BmNPV infection. The expression of the *BmNPV GP41* gene was detected in the PGs from 24 to 72 hpi (Figure 2B). The expression of the *GP41* gene was not detected in the PGs from the uninfected larvae at 48 h (Figure 2B). These results were useful for selecting the time point for the RNA-seq experiments.

**FIGURE 2:**
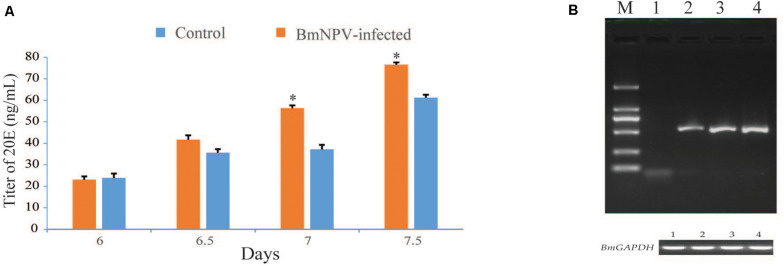
Assay of ecdysteroid titers in hemolymph and examination of virus genomic DNA copies in the prothoracic glands (PGs). **(A)** ELISA analysis was repeated three times for each set of protein samples. Values represent the means ± SDs of three independent determinations. Significant difference is indicated by (*p < 0.05). **(B)** The expression of the BmNPV *GP41* gene was detected in the PGs of the BmNPV-infected silkworm larvae at 24, 48, and 72 h, as well as the control larvae at 48 h. M: DL2000 DNA marker; numbers 1–4 indicate the control group at 48 h and the BmNPV-infected groups at 24, 48, and 72 h, respectively.

### General Information of RNA-Seq and DEGs

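RNA from the prothoracic glands (PGs), the ecdysteroid-producing glands of the larval thorax, was sequenced in 2 control libraries and 2 libraries from larvae infected with BmNPV, a baculovirus of the silkworm. Larvae were infected by mouth on day 4 of the fifth instar with 2000000 occlusion bodies each, and glands were collected 48 h later, on day 6. The paper describes the libraries of each group as 2 independent biological experiments. Poly(A) RNA was sequenced, filtered reads were mapped with TopHat2 to the genome sequence from SilkDB, transcripts were built with Cufflinks, and reads per gene were counted with HTSeq. The deposited table of all 4 libraries carries TPM in its name but holds whole-number counts, with totals of 18741021 in control replicate 1, 20114044 in control replicate 2, 16641193 in infected replicate 1 and 19711670 in infected replicate 2. The paper's Supplementary Table 4 lists 57194240, 57810790, 51259854 and 61288966 clean reads for the same libraries, and the values here use the counts. Reads were paired-end. With the listed reads taken as single reads of pairs, there were 65.5, 69.6, 64.9 and 64.3 counts per 100 clean read pairs, in the same order. The authors' FPKM values equal these counts divided by a gene length and the library total, within 0.1%. That length was solved from the same counts and FPKM values. It differed between libraries by at most 0.000285 bases and was a whole number, within 0.01 bases, for 100% of the genes with a length. For the comparisons, 10530 genes with a mean of at least 1 CPM (a gene's counts scaled to a common library total) were kept, libraries were scaled by TMM, and infected and control libraries were compared with edgeR's quasi-likelihood test, adjusted by Benjamini-Hochberg. With 2 libraries in each group, an exact permutation test of a single gene cannot give a two-sided p below 0.333. The 10 most abundant genes took 23.3% of the counts of control replicate 2, and 15.7%, 14.3% and 12.1% of those of control replicate 1, infected replicate 1 and infected replicate 2.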

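Infected replicates 1 and 2 had an R2 of 0.970 for log10(count + 1) over all 22847 genes of the count table, the highest of the 6 pairs of libraries on this scale. Control replicate 1 and infected replicate 1 had the highest R2 on CPM (0.982), on untransformed counts (0.977) and in the FPKM tables (0.958). The control replicates had an R2 of 0.961, below the 0.967 and 0.966 between control replicate 1 and infected replicates 1 and 2. The lowest value, 0.957, was that of control replicate 2 and infected replicate 2. Genes were the units of these correlations and are not independent replicates. On untransformed counts, where abundant genes dominate, the lowest R2 was 0.470, for the same pair of libraries.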

The square of the Pearson correlation coefficient (R^2^) between the four samples was > 0.938 (Supplementary Figure 3). The Q20 values for the clean reads (for each group) were above 95% (Supplementary Table 4). The percentage of clean sequences located on the genome was > 80%. These results indicated that the transcriptome data were assembled with high quality and can be used for further research. The number of expressed genes was 10,152 in the control groups and 10,404 in the BmNPV-infected groups (Supplementary Table 5). 

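The control list held 10152 genes and the infected list 10404, and 10016 genes were in both. Another 136 genes were listed for the control groups alone, among them *BmKettin* (Novel00554), and 388 for the infected groups alone, among them *BmJing* (Novel00232). *BmKettin*, a muscle protein, had 10.0 ± 6.89 FPKM (SD, n = 2) in the control libraries and 0.196 ± 0.0413 FPKM (SD, n = 2) in the infected libraries. *BmJing*, a zinc finger protein, had 0.408 ± 0.0623 FPKM (SD, n = 2) in the control libraries and 4.64 ± 0.286 FPKM (SD, n = 2) in the infected libraries. These FPKM values are scaled by library total, without TMM. The genes in a single list were mostly of low expression, with a median of 1.71 FPKM for those of the control list and 1.80 FPKM for those of the infected list. When FPKM was computed from the counts, 219 of the 388 genes also had a control mean of at least 1.0, and 78 of the 136 genes had an infected mean of at least 1.0. None of the 388 or the 136 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test. No gene of the 10530 tested did, so this does not set them apart from other genes. A mean FPKM of at least 1.0 was reached by 10103 of the listed control genes and 10368 of the listed infected genes, and both libraries reached 1.0 for 10059 and 10315 genes.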

In total, seven upregulated and eight downregulated DEGs were screened out (Table 1 and Supplementary Table 6). 

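All 7 genes that the paper lists as upregulated had higher values in both infected libraries than in both controls, with log2 fold changes from 1.58 to 3.08, and all 8 listed as downregulated had lower values in both, with log2 fold changes from -1.52 to -5.95. *BmMar1* (Novel00602), the transposase gene of a mariner element, had 315.2 ± 31.1 CPM (SD, n = 2) in the controls and 1595 ± 262 CPM (SD, n = 2) after infection. Its log2 fold change was 2.34 (standard error 0.26, adjusted p = 0.256 from edgeR's quasi-likelihood test). *BmGag-p* (BGIBMGA004024), a retrotransposon polyprotein gene, had 20.4 ± 2.33 and 61.0 ± 9.09 CPM (SD, n = 2 each), a log2 fold change of 1.58 (standard error 0.21, adjusted p = 0.454 from the edgeR test). *BmNord* (BGIBMGA008935), annotated as a neuron-derived neurotrophic factor, had 45.5 ± 4.63 and 311 ± 98.8 CPM (SD, n = 2 each), a log2 fold change of 2.77 (standard error 0.30, adjusted p = 0.256 from the edgeR test). Reads of repeated elements such as *BmMar1* and *BmGag-p* can come from several near-identical copies, so their counts are uncertain. Among all genes tested, 43 had a log2 fold change of at least 1.5 with both infected libraries above both controls, and 108 had one of -1.5 or less with both below, of which 36 and 100 are outside Table 1. The larger number of lower genes turned round without control replicate 2, to 206 higher and 51 lower, and with the FPKM tables, to 40 higher and 19 lower. With any other single library left out, lower genes still outnumbered higher ones. FPKM is scaled by library total without TMM, whose factors were 0.991 and 0.772 in the controls and 1.103 and 1.185 in the infected libraries. FPKM thus places infected values higher relative to controls. Over genes of any fold change the libraries of the groups did not overlap for 43.0%, where chance gives 33.3%. Genes are not independent replicates, so variation they share can move this share, and the count of small p-values, away from chance. No gene of the 10530 passed an adjusted p under 0.05 in edgeR's quasi-likelihood test, 893 genes had an unadjusted p under 0.05 where chance gives 526 (298 without infected replicate 2, 644 without control replicate 2, 1104 without infected replicate 1 and 1391 without control replicate 1), and 10 of the 15 genes of Table 1 were among the 20 smallest p-values. With the list adjusted over the list alone all 15 genes had an adjusted p under 0.05 in edgeR, which is not independent evidence because the study chose them on these libraries. In simulated counts whose dispersions varied between genes, edgeR's test also called 0 of 100 genes changed by an absolute log2 fold change of 3. With a single dispersion trend shared by all genes it called 100 of 100. Calls in simulated counts thus depended on how the dispersions varied, and the absence of calls here does not show that no gene changed.

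**Figure D1:**
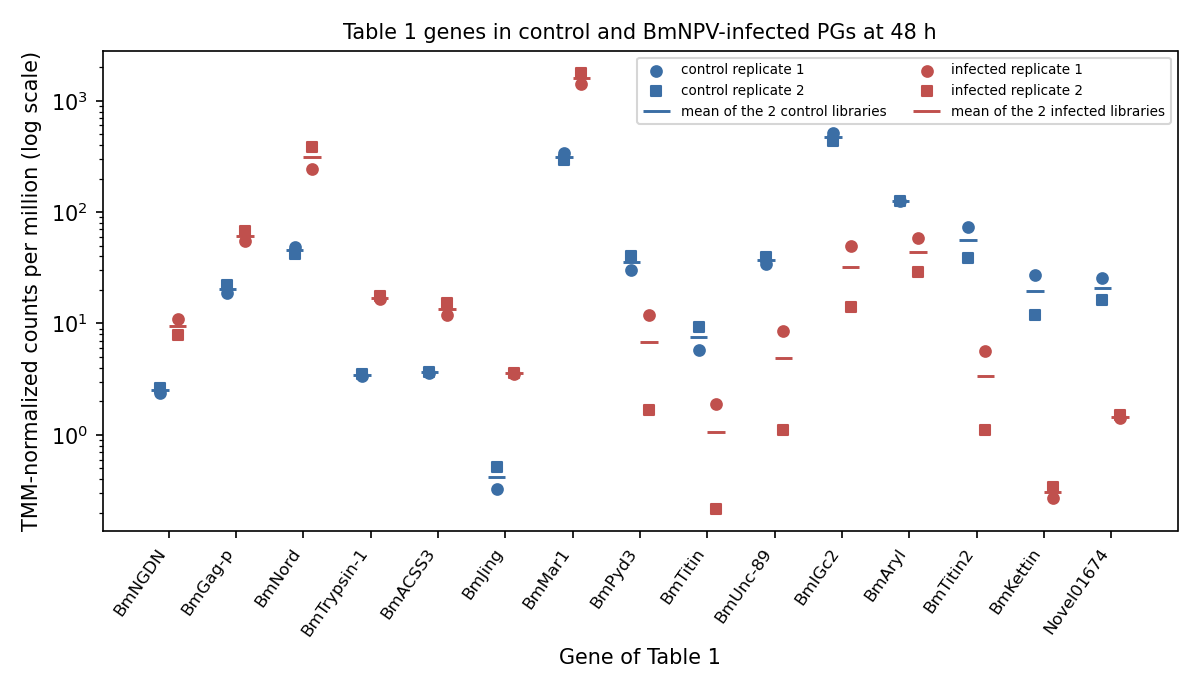
TMM-normalized CPM, on a log axis, of the 15 genes of Table 1 in the PGs at 48 h. Blue points are the 2 control libraries and red points the 2 infected libraries, and each line is the mean of 2 libraries. Both infected points of each gene lie on the same side of both control points. The infected points of *BmPyd3*, *BmTitin*, *BmUnc-89* and *BmTitin2* lie far apart.

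The number of genes passing an adjusted p under 0.05 depends on the method: limma on quantile-normalized values called 5, limma on the FPKM tables 155, DESeq2 114 or 101 with independent filtering set at 0.05 or 0.1, DESeq2 on every gene with a count 60, and edgeR without a filter on low counts 658. The newer quasi-likelihood method of edgeR called 0 without that filter. Without control replicate 1 edgeR called 298 genes and without control replicate 2 it called 27, where the lone control was assumed to vary like the infected libraries. The paper identified its DEGs by a log2 fold change of at least 1.5, and the authors' deposited table lists an adjusted p under 0.05 for each of the 15 genes.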

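Of the 15 genes of Table 1, 5 encode muscle proteins or their relatives: *BmTitin*, *BmUnc-89*, *BmIGc2* (whose closest match is also the M-line protein unc-89), *BmTitin2* and *BmKettin*. All 5 had lower values in infected PGs, with a median log2 fold change of -3.89, and none passed the test on its own. The median was -5.085 without infected replicate 1 and -3.25 without infected replicate 2. *BmTitin2* (Novel00168) had 56.2 ± 24.5 CPM (SD, n = 2) in the controls and 3.37 ± 3.18 CPM (SD, n = 2) after infection, a log2 fold change of -4.08 (standard error 0.78, adjusted p = 0.580 from edgeR's quasi-likelihood test). *BmKettin* (Novel00554) had 19.6 ± 10.7 and 0.308 ± 0.0496 CPM (SD, n = 2 each), a log2 fold change of -5.95 (standard error 0.56, adjusted p = 0.256 from the edgeR test) that was -5.21 without control replicate 1 and -6.41 without control replicate 2. A list of muscle markers was written before the data were examined, but its members could be named only among the 15 genes of Table 1. The 5 were lower than other genes in limma's camera test (p = 4.80e-23 with a preset correlation of 0.01, and p = 0.0274 with an estimated correlation). The study chose all 5 as downregulated on these libraries, so the test could only find them lower and neither p is independent evidence. The nucleic acid binding genes of the table, *BmMar1* and *BmJing*, had higher values in both infected libraries. Of 26 gene lists written for the tissue, this was the only one with 3 or more members that could be named, and no gene of ecdysteroid synthesis could be named from the tables used here.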

The functions of the 15 DEGs were primarily located in the binding proteins of nucleic acids, ions, and proteins, and *BmTrypsin-1* had a serine-type endopeptidase activity (Table 1). The DEGs were then annotated by GO analysis to determine their involvement in biological processes, molecular functions, and cellular components (Supplementary Figure 4). The upregulated expression genes were related to biological processes that were mainly focused on metabolic and biological processes (Supplementary Figure 4 and Supplementary Table 7). 

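The paper's Supplementary Table 7 places *BmTrypsin-1* and *BmACSS3* under metabolic process. *BmTrypsin-1* (BGIBMGA008938), a serine protease, had 3.45 ± 0.145 CPM (SD, n = 2) in the control PGs and 17.1 ± 0.836 CPM (SD, n = 2) in the infected PGs. This was a log2 fold change of 2.31 (standard error 0.24, adjusted p = 0.256 from edgeR's quasi-likelihood test). *BmACSS3* (BGIBMGA010070), an acyl-CoA synthetase, had 3.64 ± 0.0455 and 13.5 ± 2.32 CPM (SD, n = 2 each), a log2 fold change of 1.89 (standard error 0.26, adjusted p = 0.454 from the edgeR test). For both genes the difference between the groups was larger than the spread between replicates, although neither passed the adjustment over all genes. Metabolic process takes in 4789 of the 10221 background genes of the paper's table, and the paper's corrected p is 1 for all 59 terms listed there.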

The downregulated expression genes were focused on biological and metabolic processes and respond to stress factors and stimuli in biological processes (Supplementary Figure 4 and Supplementary Table 7). 

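The stress terms of the paper's Supplementary Table 7 rest on *BmUnc-89* and *BmTitin2*. *BmUnc-89* (BGIBMGA002034) had 37.2 ± 3.75 CPM (SD, n = 2) in the control PGs and 4.87 ± 5.31 CPM (SD, n = 2) in the infected PGs, a log2 fold change of -2.95 (standard error 0.85, adjusted p = 0.580 from edgeR's quasi-likelihood test). The infected replicates differed from each other, at 8.62 and 1.11 CPM, and the log2 fold change was -5.05 without replicate 1 and -2.11 without replicate 2. *BmTitin2* differed between the infected replicates in the same direction, at 5.62 and 1.11 CPM, and its log2 fold change was -5.65 without replicate 1 and -3.32 without replicate 2. The paper's uncorrected p for response to stress is 0.0584, from 2 of 9 annotated genes against 418 of the 10221 background genes.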

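*BmKettin* and *BmUnc-89* are the genes under the term membrane in the paper's Supplementary Table 7, and *BmUnc-89* is the gene under integral component of membrane. Kettin and unc-89 are known as proteins of the muscle sarcomere. *BmKettin* had 503 and 186 counts in control replicates 1 and 2 and 5 and 8 counts in infected replicates 1 and 2. *BmUnc-89* had 641 and 618 counts in the controls and 158 and 26 counts in the infected libraries. Every infected count lay below every control count, and neither gene passed an adjusted p under 0.05 in the edgeR test.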

Regarding the cellular components, only the downregulated expression genes were involved in the membrane and integral components of the membrane, and the upregulated expression genes were not enriched (Supplementary Figure 4 and Supplementary Table 7). 

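*BmIGc2* (BGIBMGA004546), an immunoglobulin-domain gene, had 472 ± 51.3 CPM (SD, n = 2) in the control PGs and 31.9 ± 25.3 CPM (SD, n = 2) after infection. Its log2 fold change was -3.89 (standard error 0.64, adjusted p = 0.580 from edgeR's quasi-likelihood test), and -5.08 without infected replicate 1 and -3.25 without infected replicate 2. The paper's Supplementary Table 7 lists it under protein binding, together with *BmUnc-89* and *BmTitin*, and under hydrolase and catalytic activity, together with *BmPyd3*. *BmTrypsin-1* and *BmACSS3* are the upregulated genes listed there under catalytic activity, and *BmTrypsin-1* is also under hydrolase activity.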

Within the molecular function, the upregulated expression genes were primarily located in the catalytic activity, and the down regulated expression genes were involved in protein binding, hydrolase activity, and catalytic activity (Supplementary Figure 4 and Supplementary Table 7). There were some differences in the GO functional annotations between the upregulated and downregulated genes (Supplementary Figure 4). 

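*BmPyd3* (BGIBMGA001595), a carbon-nitrogen hydrolase, had 35.5 ± 7.10 CPM (SD, n = 2) in the control PGs and 6.75 ± 7.19 CPM (SD, n = 2) in the infected PGs. Its log2 fold change was -2.40 (standard error 0.83, adjusted p = 0.585 from edgeR's quasi-likelihood test), with 11.8 and 1.67 CPM in infected replicates 1 and 2, and was -4.40 without replicate 1 and -1.58 without replicate 2. Of the 6 pathways in the paper's Supplementary Table 8, *BmPyd3* is a member of 5 and *BmACSS3* of 2, and metabolic pathways is the one that holds both. The smallest corrected p of that table is the paper's 0.0516, for pantothenate and CoA biosynthesis, propanoate metabolism and beta-alanine metabolism.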

The KEGG pathway enrichment analysis of the identified DEGs showed that the enriched genes were mainly involved in pathways, including metabolic pathways, propanoate metabolism, beta-alanine metabolism, drug metabolism with other enzymes, pyrimidine metabolism, and pantothenate and coenzyme A (CoA) biosynthesis (Table 2 and Supplementary Table 8). The KEGG pathway enrichment analysis of *BmACSS3* revealed that acyl-coenzyme A (AcCoA) synthase activity and *BmACSS3* could be involved in the acyl-CoA to cholesterogenesis pathways.

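*BmACSS3* had 67 and 57 counts in control replicates 1 and 2 and 218 and 354 counts in infected replicates 1 and 2. In the paper's Supplementary Table 8 it is the gene under propanoate metabolism, a pathway of 14 background genes. Acyl-CoA synthetases join a short-chain or fatty acid to coenzyme A.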

**TABLE 1:** List of the differentially expressed genes in silkworm prothoracic glands with a 1.5-fold change after BmNPV infection.

	**Gene name**	**Description**	**log_2_ fold change**	**Function**	**ID in silkDB**
**Upregulated**					
1	*BmNGDN*	Eukaryotic translation initiation factor 4E binding protein	1.92	EIF4E binding protein	BGIBMGA003191
2	*BmGag-p*	Gag-pol polyprotein	1.59	Retrotransposon protein	BGIBMGA004024
3	*BmNord*	Neuron-derived neurotrophic factor	2.78	N/A	BGIBMGA008935
4	*BmTrypsin-1*	Trypsin-1 serine protease	2.32	Serine-type endopeptidase activity	BGIBMGA008938
5	*BmACSS3*	Acyl-CoA synthetase short-chain family member 3	1.90	AMP-binging enzyme	BGIBMGA010070
6	*BmJing*	Zinc finger protein jing	3.10	Nucleic acid binding	Novel00232
7	*BmMar1*	Mariner transposon Bmmar1 transposase gene	2.35	DNA binding	Novel00602
**Downregulated**					
8	*BmPyd3*	Carbon–nitrogen hydrolase protein	−2.39	Carbon-nitrogen hydrolase	BGIBMGA001595
9	*BmTitin*	Muscle proteins	−2.82	Protein binding	BGIBMGA002033
10	*BmUnc-89*	Muscle M-line assembly protein unc-89	−2.93	Heterocyclic compound binding	BGIBMGA002034
11	*BmIGc2*	Immunoglobulin C-2 Type	−3.89	Hexosaminidase activity	BGIBMGA004546
12	*BmAryl*	Arylphorin subunit alpha	−1.51	N/A	BGIBMGA008860
13	*BmTitin2*	Muscle proteins	−4.06	protein binding	Novel00168
14	*BmKettin*	Muscle proteins	−5.98	Protein binding	Novel00554
15	*Novel01674*	Uncharacterized protein LOC105842185	−3.84	Ion binding	Novel01674

**TABLE 2:** The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis.

**Number**	**Map_Name**	**KEGG_ID**	**Gene_ID**	**Definition**	**log_2_ fold change**
1	Metabolic pathways	bmor:100329149|	BGIBMGA001595	Beta-ureidopropionase	−2.39
		bmor:101743386|	BGIBMGA010070	Fatty acid CoA ligase	1.90
2	Propanoate metabolism	bmor:100329149|	BGIBMGA001595	Beta-alanine synthase	−2.39
3	Beta-alanine metabolism	bmor:101743386|	BGIBMGA010070	Acyl-CoA synthetase	1.90
4	Drug metabolism with other enzymes	bmor:100329149|	BGIBMGA001595	Cyanide hydratase	−2.39
5	Pyrimidine metabolism	bmor:100329149|	BGIBMGA001595	Beta-alanine synthase	−2.39
6	Pantothenate and CoA biosynthesis	bmor:100329149|	BGIBMGA001595	Pantetheine hydrolase	−2.39

### Spatial Expression Patterns of the Identified DEGs

We investigated the spatial expression patterns of the identified DEGs in multiple tissues of the PGs, head, integument, midgut, fat body, hemocyte, ovary, testis, Malpighian tubule, trachea, ASG, MSG, and PSG of day-3 fifth instar larvae. Such findings can further our understanding of the PGs and elucidate the expression characteristics of DEGs. Expression signals of all of the 15 DEGs were detected in the PGs (Figure 3). The genes of *Novel01674*, *BmJing*, and *BmAryl* were expressed only in PGs (Figure 3). *BmACSS3* was expressed only in the PGs, head, and integument (Figure 3). The other 11 genes were expressed in multiple tissues (Figure 3).

**FIGURE 3:**
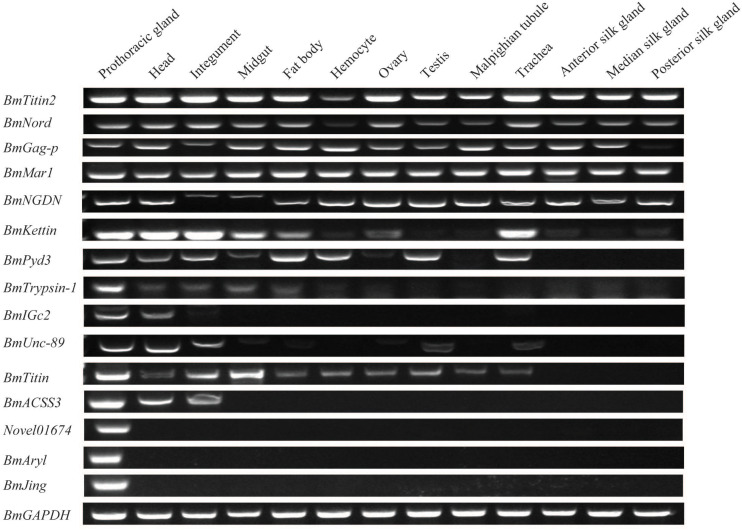
Expression patterns of the differentially expressed genes (DEGs) in multiple tissues of day-3 fifth instar silkworm larvae. RT-PCR was performed, and the *BmGAPDH* gene was used as the internal control.

### Expression Analysis of the Identified DEGs

We used RT-qPCR to investigate the relative expression levels of nine randomly selected genes of the DEGs in the PGs of BmNPV-infected larvae at 24, 48, and 72 h. The expression levels of *BmNGDN*, *BmTrypsin-1*, *BmACSS3*, and *BmJing* were upregulated in the transcriptome data, i.e., their transcripts were significantly increased from 24 to 72 h after BmNPV infection (Figures 4A–D). 

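In the sequenced PGs at 48 h, *BmNGDN* (BGIBMGA003191), annotated as a binding protein of translation initiation factor 4E, had 2.51 ± 0.193 CPM (SD, n = 2) in the controls and 9.42 ± 2.11 CPM (SD, n = 2) after infection. Its log2 fold change was 1.91 (standard error 0.30, adjusted p = 0.580 from edgeR's quasi-likelihood test). *BmJing* (Novel00232) had 0.420 ± 0.136 and 3.57 ± 0.0382 CPM (SD, n = 2 each), a log2 fold change of 3.08 (standard error 0.43, adjusted p = 0.454 from the edgeR test). Its control value rests on 6 and 8 counts. Expressed as FPKM, *BmTrypsin-1* had 3.58 ± 0.481 in the controls and 23.2 ± 2.31 in the infected libraries (SD, n = 2 each), and *BmACSS3* had 2.27 ± 0.371 and 11.0 ± 2.43 (SD, n = 2 each). FPKM is scaled by library total without TMM, so for both genes the fold between groups is larger than on the CPM scale. The RNA-seq libraries cover 48 h alone, and the other times of the RT-qPCR were not analysed here.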

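At 48 h the sequenced PGs gave 7.50 ± 2.44 CPM (SD, n = 2) of *BmTitin* (BGIBMGA002033) in the controls and 1.06 ± 1.20 CPM (SD, n = 2) after infection, a log2 fold change of -2.85 (standard error 0.89, adjusted p = 0.580 from edgeR's quasi-likelihood test). *Novel01674*, an uncharacterized gene, had the smallest p of all genes tested, with 21.0 ± 6.81 and 1.46 ± 0.0577 CPM (SD, n = 2 each) and a log2 fold change of -3.84 (standard error 0.34, adjusted p = 0.256 from the edgeR test). *BmAryl* (BGIBMGA008860), an arylphorin subunit and thus a relative of the storage proteins made by the fat body, had 125 ± 0.350 and 43.6 ± 21.0 CPM (SD, n = 2 each). In the paper's RT-PCR of several tissues, fat body among them, *BmAryl* was detected in the PGs alone. Its log2 fold change was -1.52 (standard error 0.36, adjusted p = 0.580 from the edgeR test), and it was -2.12 without infected replicate 1 and -1.10 without infected replicate 2. The log2 fold change of *BmTitin* was -5.085 without infected replicate 1 and -1.97 without infected replicate 2. *BmPyd3* had 565 and 628 counts in the controls and 217 and 39 counts in the infected libraries, and *BmIGc2* had 9430 and 6757 counts against 912 and 326.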

Meanwhile, the expression levels of *BmPyd3*, *BmTitin*, *BmIGc2*, *Novel01674*, and *BmAryl* were downregulated in the transcriptome data, i.e., their transcripts were significantly decreased from 24 to 72 h after BmNPV infection (Figures 4E–I). The changes in the transcription of the nine genes were generally consistent with the transcriptome data.

**FIGURE 4:**
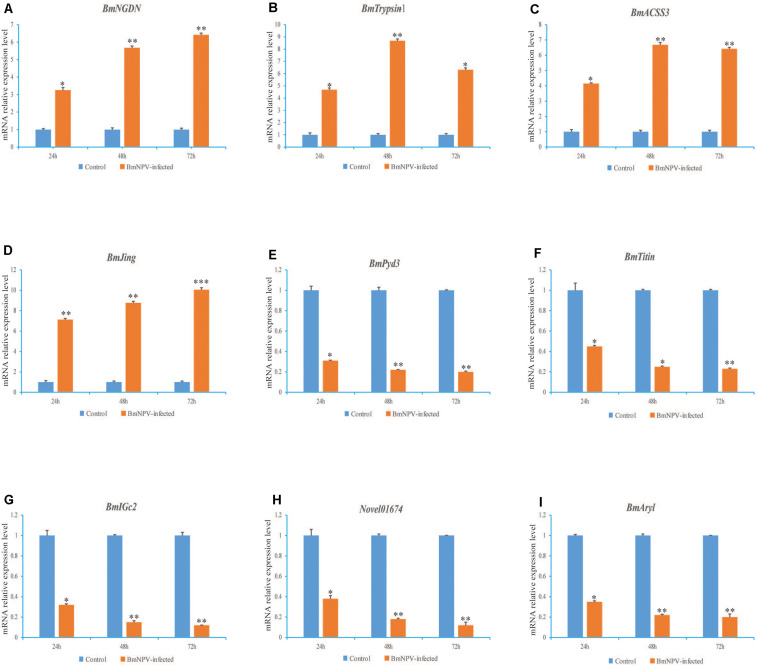
Analysis of the nine randomly selected genes of the differentially expressed genes (DEGs) in the prothoracic glands (PGs) of BmNPV-infected silkworm larvae. The expression levels of *BmNGDN* **(A)**, *BmTrypsin-1* **(B)**, *BmACSS3* **(C)**, *BmJing* **(D)** were upregulated and the expression levels of *BmPyd3* **(E)**, *BmTitin* **(F)**, *BmIGc2* **(G)**, *Novel01674* **(H)**, *BmAryl* **(I)** were downregulated from 24 to 72 h after BmNPV infection, respectively. Here, *BmGAPDH* was used as the internal control. The experiments were repeated three times. Values represent the means ± SDs of three independent experiments. Significant differences are indicated by (*p < 0.05) or (**p < 0.01).

## Discussion

The mulberry silkworm is one of the best models to study insect physiology and biochemistry, especially to better understand the relationship between induction factors (external and internal) and development. In general, the larvae of tetramolter silkworms proceed through five instars and undergo molting between each instar. The last instar larva completes the larval–pupal transition. The developmental speed of silkworm larvae has been shown to be regular and constant within the same silkworm strain and when maintained under the same rearing conditions. The day-3 fifth instar larval stage is considered to represent the boundary for the larval stage.

In this study, the day-4 fifth instar larvae infected with BmNPV (using 2.0 × 10^6^ OB/larva) matured early, and the ecdysone titer in infected larvae was significantly higher than that of the control larvae. In addition, BmNPV infection (using 2.0 × 10^7^ OB/larva) also caused larvae precocious maturation (only at the first gate), followed by illness and death (data not shown). Meanwhile, day-5 fifth instar larvae fed with cholesterol and 7dC also exhibited precocious maturation. Cholesterol and 7dC supplementation in the latter half of the fifth instar shortened the fifth instar period. In contrast, cholesterol and 7dC supplementation in the first half of the fifth instar (days 1–3) prolonged the fifth instar period, but no results were observed for BmNPV infection in the first half of the fifth instar because the larvae died. Briefly, the prothoracicotropic hormone (PTTH) secreted by the brain stimulates the PGs to release ecdysteroid, which in turn induces larval or metamorphic ecdysis depending on the presence of juvenile hormone (JH) secreted by the corpora allata. Throughout the latter half of the fifth instar, the first step of the ecdysteroid titer increased in a stepwise manner, the second step of the ecdysteroid titer showed a small increase (which led to the silkworms wandering) followed by a plateau, and the third step of the ecdysteroid titer showed an initially gradual but then steep increase to reach a peak 1 day later (Mizoguchi et al., 2001).

Insights from host studies reveal that baculoviruses manipulate host behavior to enhance transmission to new victims. For example, baculoviruses enable infected larvae to continue to seek foliage and prolong insect feeding after infection, thus resulting in an increased OBs production (O’Reilly and Miller, 1989). The *egt* gene of NPV, expressed immediately, encodes an enzyme that inactivates the molting hormone 20E by transferring a sugar moiety from a nucleotide sugar donor to a hydroxyl group on 20E (Hoover et al., 2011). The ecdysone blood level is reduced by up to 90% in silkworms as a result of the transgenic expression of the *egt* gene of BmNPV and because *egt* expression in *egt*-transgenic silkworms prolongs the duration of the larval and pupal stages resulting in the arresting of the pupal-to-adult metamorphosis (Zhang et al., 2012). Interestingly, in the present study, silkworm larvae infected with BmNPV in the latter half of the fifth instar showed precocious molting and metamorphosis and a higher level of hemolymph ecdysone titer. The *egt* gene of BmNPV is dispensable for normal virus production (Katsuma et al., 2008). The fast-killing phenotype is observed in the three *egt*-mutated BmNPVs only when the infection process progresses through silkworm larval–larval transition, but under infection in the middle stages of the fifth instar, the slow-killing phenotype is observed than that of the wild-type virus-infected larvae (Katsuma and Shimada, 2015). In particular, in the gluttonous stage, silkworms synthesize an enormous amount of silk proteins in the silk gland (Xu et al., 2019), and silk proteins are dispensable for normal silkworm development. A certain amount of silk proteins can remain in the body (incomplete spinning) that can lead to an incomplete larval–pupal transition. Silkworm and BmNPV interactions are largely dependent on the developmental stage of the host larvae infected by the virus. In addition, the overproduction of silkworm PTTH induces higher than normal levels of hemolymph ecdysteroids, which have been found to inhibit the pathogenicity of the virus, but did not have any observable effects on the development of infected *Spodoptera frugiperda* larvae (O’Reilly et al., 1995). Moreover, insect innate immunity can be activated by 20E and 20E, which induce antimicrobial peptide (AMP) gene expression and thus act as immune activators (Dimarcq et al., 1997; Roxstrom-Lindquist et al., 2005; Flatt et al., 2008). The ecdysteroid titer showed a small increase followed by a plateau that occurred 1 day before the silkworms started wandering. Thereafter, the titer increased gradually and then steeply to reach a peak (where the majority of silkworms had started wandering) the following day (Mizoguchi et al., 2001). Therefore, we speculated that BmNPV infection in the latter half of the fifth instar of silkworm larvae induced precocious molting and metamorphosis and a higher level of hemolymph ecdysone titer, which would enable infected larvae to complete their larval–pupal transition.

Briefly, PGs are an important endocrine organ with characteristically cholesterol-rich tissue as the main site of synthetic ecdysteroids (Igarashi et al., 2018). In this study, the RT-PCR results confirmed that the silkworm PGs were infected by BmNPV through oral inoculation. Seven upregulated and eight downregulated DEGs were identified from silkworm PGs sequenced by RNA-seq 48 h after BmNPV infection. The RT-qPCR results of the DEGs in the PGs of BmNPV-infected larvae at 24, 48, and 72 h were generally consistent with the transcriptome data. The classifications of the 15 DEGs were primarily located in binding activity of nucleic acids, ions, and proteins that were mainly involved in the metabolic processes and pathways. The spatial expression profiles of *Novel01674*, *BmAryl*, and *BmJing* indicated that they were specifically expressed in the silkworm PGs. The KEGG pathway enrichment analysis of *BmACSS3* (BGIBMGA010070) revealed that acyl-coenzyme A (AcCoA) synthase activity and *BmACSS3* could be involved in the acyl-CoA to cholesterogenesis pathways. The acyl-coA synthetase catalyzes fatty acids to form a thioester with CoA, which is a common initial step of all fatty acid metabolic processes (Watkins, 1997). Fatty acids are the building blocks of many lipids, including triacylglycerol and cholesteryl esters. RNAi-mediated knockdown of the acyl-coenzyme A synthetase gene prolongs and extends the maximum lifespan (Eisenberg et al., 2014). Trypsin-1 serine protease (*BmTrypsin-1*) had serine-type endopeptidase activity. SPs play crucial roles in insect development and innate immunity. RNAi-mediated silencing of SPs results in severe molting defects, specifically by reducing the expression of genes in the 20E synthesis and signaling pathway, and increases larval sensitivity to bacteria (Broehan et al., 2010; Yang et al., 2019). In silkworm PGs, the transcripts of *BmTrypsin-1* and *BmACSS3* were significantly increased from 24 to 72 h after BmNPV infection. *BmTrypsin-1* and *BmACSS3* may be involved in the maturation process in the latter half of the fifth instar of silkworm larvae.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

P-ZX performed the experiment and wrote the manuscript. M-RZ performed the literature review and analyzed the data. X-YW prepared the illustrations and collected the data. Y-CW suggested important research points. All authors have read and approved the final version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Supplementary Figure 1 View of the prothoracic glands (PGs) entwined in the tracheal bush of the first spiracle.

Supplementary Figure 2 View of the prothoracic glands (PGs) from a fifth instar silkworm larva.

Supplementary Figure 3 Analysis of the correlation of RNA-seq data. **(A)** Diagram of the correlation coefficients between samples. **(B)** Correlation between C1 and C2. **(C)** Correlation between C1 and N1. **(D)** Correlation between C1 and N2. **(E)** Correlation between C2 and N1. **(F)** Correlation between C2 and N2. **(G)** Correlation between N1 and N2. C1 and C2 indicate the two independent biological experiments of transcriptome sequencing of prothoracic glands (PGs) in the control groups, respectively. N1 and N2 indicate the two independent biological experiments of transcriptome sequencing of PGs in the control groups, respectively.

Supplementary Figure 4 GO enrichment analysis of the differentially expressed genes (DEGs). Genes were annotated by the biological process, cellular component, and molecular function.

Supplementary Table 1 Primers of genes for RT-PCR and RT-qPCR.

Supplementary Table 2 The weight of mature silkworms and pupae in BmNPV-infected and control groups.

Supplementary Table 3 The results of feeding experiment with cholesterol, and 7-dehydrocholesterol (7dC), using water as control.

Supplementary Table 4 Summary statistics of prothoracic gland of *Bombyx mori* genes based on transcriptome data.

Supplementary Table 5 A list of genes with FPKM ≥ 1.0 between infected and control groups.

Supplementary Table 6 A list of differential expression genes between infected and control groups.

Supplementary Table 7 Infected vs. control DEG_GO_enrichment result.

Supplementary Table 8 Infected vs. control all DEG_KEGG_pathway_enrichment result.

How the deposited data were processed for this re-analysis (not part of the article)

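RNA-seq was made from prothoracic glands of control larvae (2 libraries) and BmNPV-infected larvae (2 libraries) 48 h after infection on day 4 of the fifth instar. The legend of Supplementary Figure 3 calls the infected libraries control, whereas the sample labels and Supplementary Table 5 call them infected, and the labels were followed. The authors filtered the reads, mapped them with TopHat2 (version 2.0.12) to the genome from SilkDB, built transcripts with Cufflinks (version 2.1.1) and counted reads per gene with HTSeq (version 0.6.1). The genome release is not given in the sources used here.

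The deposited table of all libraries is named for TPM but holds raw counts per gene, as its whole-number values and differing totals show, for 22847 genes of which 17315 have a count. Before the data were examined, a limma test on log2(TPM + 1) had been chosen for this table, with edgeR to replace it if the table held counts, so edgeR was used. The deposited FPKM tables of each group equal the counts divided by gene length and library total. The gene lengths recovered from them are multiples of 3 for 100% of the SilkDB gene models, which makes them coding lengths, and for 33.4% of the genes with IDs of the kind *BmJing* has. The authors' deposited table of 15 genes gives group means, a log2 fold change, a p-value and an adjusted p-value. The group means in the authors' deposited table are a signal that equals the mean of the counts divided by median-of-ratios size factors, as the authors made it before deposit. The paper's text does not name the test behind its p-values.

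Counts were analysed in R (version 4.3.3) with edgeR (version 4.0.16). Genes with a mean of at least 1 CPM over the 4 libraries were kept (10530 genes), libraries were scaled by TMM, and infected libraries were compared with controls by glmQLFit and glmQLFTest with the default dispersion method of that version. The threshold was a Benjamini-Hochberg adjusted p under 0.05, with and without an absolute log2 fold change of at least 1.5. Standard errors are the absolute log2 fold change divided by the square root of F. Gene lists were tested with camera and fry of limma (version 3.58.1). DESeq2 (version 1.42.0) was an alternative. DESeq2, limma on log2(CPM + 1), the newer quasi-likelihood method of edgeR, a filter on a mean count of at least 1 and the crossed pairing of replicates were alternatives added after the data were seen. The default and the newer dispersion method were both run and each gave 0 genes on the genes kept. The default is reported, and the newer method is given as an alternative.

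The genes named are the 15 of Table 1, whose values in the paper had been seen, members of the lists, and the 10 genes in each direction with the largest change among those passing or, since none passed, with the smallest unadjusted p at an absolute log2 fold change of at least 1.5. Genes without a name are counted, and the first 2 in each direction are given by ID. 0 of the 22847 gene IDs matched the reference gene table (assembly ASM3026992v2), so names come from Table 1 and from the protein matches of other species in the authors' deposited table. Of 26 lists, 6 had a named member and 1, muscle markers, had 3 or more. The others, including ecdysteroid synthesis and the reference gene GAPDH, were not tested.

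The edgeR step was tested on simulated counts for the 10530 genes with the means and totals of these libraries and 200 changed genes. With dispersions that vary between genes as estimated here, 0 of 100 genes changed by an absolute log2 fold change of 1.5 and 0 of 100 changed by 3 were called, and the median estimates were 1.49 and 3.03. With one dispersion trend shared by all genes, 50 of 100 and 100 of 100 were called, with 6 unchanged genes. At this number of libraries the number of simulated genes called therefore depended on how alike the dispersions of the genes were. The varying dispersions were drawn around the fitted trend with 3.54 prior degrees of freedom, and their mean lies above that trend. Totals of 16641193 to 20114044 counts per library make counting error small for abundant genes and large for *BmJing* and *BmKettin*, which have under 10 counts in some libraries.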

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

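All tests of explanations in this part were chosen after the result was seen. Outside Table 1, 36 genes had a log2 fold change of at least 1.5 with both infected libraries above both controls, and the paper does not report on them. The first 2 by p have no name in the tables used here. BGIBMGA000861 had 29 and 27 counts in the controls and 115 and 165 in the infected libraries, a log2 fold change of 2.01 (adjusted p = 0.506 from edgeR). EMBMOG00000004049 had 15 and 10 counts against 64 and 101, a log2 fold change of 2.41 (adjusted p = 0.580 from edgeR).

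The 5 muscle-protein genes of Table 1 were lower in the infected libraries. Library depth does not account for this: the median log2 ratio of their raw counts lay -3.61 from that of the totals. Muscle attached to the glands in differing amounts is a candidate explanation, and it would keep the genes in one ratio: between the controls their log2 ratios ranged over 1.85 (counting error 0.222), at the 79.1th percentile of 10000 random sets of 5 genes of like level. Between infected replicates 2 and 1 the log2 ratios were -3.16 for *BmTitin*, -2.95 for *BmUnc-89*, -2.33 for *BmTitin2*, -1.83 for *BmIGc2* and 0.33 for *BmKettin*, the last from 8 and 5 counts, and counting error does not cover the other variation between single libraries, so this explanation stays open. An effect of infection, with a median log2 fold change of -3.89 over the 5 genes (-5.085 without infected replicate 1), is open too. The paper's RT-qPCR reports 2 of the 5, *BmTitin* and *BmIGc2*, as significantly decreased over the times measured after infection, in repeated experiments. Muscle left by accident on the sequenced glands alone, all taken at 48 h, would not give a decrease at other times. RT-qPCR does not measure attached muscle, so less muscle on infected glands in general stays open. For the 5 genes in these libraries the explanations cannot be told apart, because the muscle on each gland was not measured.

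31 genes with a mean of at least 1000 CPM were at least 2-fold higher in control replicate 2 than in control replicate 1, and none is in Table 1. Between the infected replicates, which took no part in choosing them, they shifted together by a median of -0.847 on the log2 scale relative to 124 other abundant genes (SD of those 0.307, interquartile range of the 31 genes 0.334). Scaling moves all genes of a library alike, yet 87.1% of the 31 lay below the 5th percentile of the others. Differing shares of RNA from another tissue may account for the shared shift, but a set of genes regulated together in the gland would look alike, and no marker could be named to separate these. Infection cannot have made the difference between the controls, a median log2 ratio of 1.44 with quartiles of 1.28 and 1.54, since neither was infected.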

How the results depend on the processing

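Alternatives with DESeq2, limma on log2(CPM + 1), the newer quasi-likelihood method, a mean count of at least 1, the crossed pairing, and the correlation on CPM or without a library were chosen after the data were seen. The count of genes with an adjusted p under 0.05, 0 in edgeR with 893 at an unadjusted p under 0.05, stayed at 0 with pseudocounts of 0.1, 0.5 or 1 in limma, a mean of at least 5 CPM, a mean count of at least 1, median-ratio scaling, no abundance trend, robust fitting and the newer quasi-likelihood method with or without the filter. It was 658 (244 with an absolute log2 fold change of at least 1.5) with no filter, where edgeR's default method set infinite prior degrees of freedom against 3.54 with the filter. It was 5 (5) with quantile normalization, 155 (63) with the FPKM tables, 114 (21) with DESeq2 filtered at 0.05, which left 8166 genes without an adjusted p, 101 (37) filtered at 0.1 (2246 without) and 60 (35) with DESeq2 on every gene with a count. The higher and lower calls were 140 and 518 with no filter, 109 and 46 with the FPKM tables, and 18 and 96 with DESeq2 at 0.05. Leaving out one library gave 0 to 298 genes (0 to 268 with the fold threshold). The FPKM values lack TMM scaling, which places infected values higher relative to controls. Otherwise, apart from the effect of dropping genes or libraries, the cause of these differences in count was not tested.

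Of the 15 genes of Table 1, the number with an adjusted p under 0.05 was 0, and 15 with no filter, 3 with quantile normalization, 12 of the 13 listed in both FPKM tables, 4, 11 and 11 in the 3 DESeq2 settings, and 0 to 12 without one library. Each of these genes kept its direction in every setting that gave a value. The 151 genes past the fold threshold with non-overlapping libraries became 88 and 61 with pseudocounts of 0.5 and 1, 1198 with no filter, 72 at 5 CPM, 918 at a mean count of at least 1, 51 with quantile normalization, 59 with the FPKM tables, 1191 with the newer method without a filter, 1233 with DESeq2 on every gene, and 157 to 560 without one library. Higher genes outnumbered lower ones with the FPKM tables and without control replicate 2 alone.

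With the replicate number as a block the count was 0, with 554 genes at an unadjusted p under 0.05. Replicate deviations of the groups correlated at -0.220 across genes, and the crossed pairing gave 383 genes (130 with the fold threshold); counts alone cannot decide whether the numbers pair. The lowest R2 of 0.957 was 0.470 on untransformed counts, 0.918 on log2(count + 0.1), 0.914 for genes with a mean count of at least 1, 0.869 on the FPKM tables, and 0.957 to 0.962 without one library. The number of expressed genes ranged from 10059 to 10269 in the controls and from 10315 to 10424 in the infected libraries. The highest of each, 10269 and 10424, were those with mean TPM. These settings apply other thresholds to the same libraries, so little movement was possible. Depth limits *BmJing*, *BmKettin* and *BmTitin*, with under 10 counts in at least 1 library.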

Differences from the paper's values

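The paper reports 15 DEGs, and edgeR's quasi-likelihood test gave 0 genes with an adjusted p under 0.05 and an absolute log2 fold change of at least 1.5. In simulated counts with varying dispersions this test also called 0 of 100 genes changed by an absolute log2 fold change of 3. With a single dispersion trend shared by all genes it called 100 of 100. The varying dispersions had a mean above the fitted trend, so the simulation cannot say how many real changes the test would miss. The 0 alone therefore does not decide whether the 15 changed. The paper also checked part of the 15 by RT-qPCR and reports changes generally like those of its RNA-seq. The paper's methods state only the fold threshold, and its supplementary table lists an adjusted p. None of the alternatives set before the data were examined gave a count within 1.5 times of 15: it was 0 with both pseudocounts, a mean of at least 5 CPM, median-ratio scaling, no abundance trend, robust fitting, the replicate block and without either infected replicate, 5 with quantile normalization, 27 without control replicate 2, 63 with the FPKM tables, 244 with no filter and 268 without control replicate 1. Several settings called genes of Table 1 at both thresholds that edgeR with the filter on all 4 libraries did not. Of the 15, edgeR with no filter called all, limma on the FPKM tables 12 and limma with quantile normalization 3. With no filter, edgeR's default method set infinite prior degrees of freedom, against 3.54 with the filter. The newer quasi-likelihood method with no filter called 0 of the 15. DESeq2, chosen after the values were seen, called 11 of the 15 on every gene with a count, among 35 genes with the fold threshold, and so dropped 4; on the genes kept it called 4 among 21 genes or 11 among 37, with independent filtering at 0.05 or 0.1. The crossed pairing, also chosen after the values were seen, called 130 genes at both thresholds, with the 15 genes of Table 1 among them. All 15 log2 fold changes lay within 1 standard error of the paper's.

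The paper's Table 2 and its Supplementary Table 8 assign propanoate and beta-alanine metabolism to *BmACSS3* and *BmPyd3* in opposite ways; Supplementary Table 8 places *BmACSS3* under propanoate metabolism and *BmPyd3* under beta-alanine metabolism. The title of Table 1 gives a 1.5-fold change and the methods a log2 fold change of 1.5; all 15 genes met the latter here.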

Other observations

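Among genes the text does not name, 100 outside Table 1 had a log2 fold change of -1.5 or less with both infected libraries below both controls, none of them passing edgeR's test. The first 2 by p were BGIBMGA000623, with 7045 and 2616 counts in the controls and 161 and 100 in the infected libraries (log2 fold change -5.40, adjusted p = 0.256), and Novel00211, with 739 and 262 counts against 18 and 20 (log2 fold change -4.94, adjusted p = 0.256). Both were higher in control replicate 1 than in control replicate 2, as were *BmKettin* and *BmTitin2*. For BGIBMGA000623 the log2 fold change was -4.67 without control replicate 1, -5.86 without control replicate 2 and -6.00 without infected replicate 1. For Novel00211 it was -4.17, -5.425 and -5.04 in the same order.

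Genes whose ID begins with EMBMOG took 0.143% and 0.279% of the counts of control replicates 1 and 2 and 0.165% and 0.556% of those of infected replicates 1 and 2, so infected replicate 1 lay between the controls.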
